A study of Macaca mulatta with 12 samples. Its data were reported in "Long Term Delta-9-tetrahydrocannabinol Administration Inhibits Proinflammatory Responses in Minor Salivary Glands of Chronically Simian Immunodeficieny Virus Infected Rhesus Macaques" (2020).

How the data were processed

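Oropharyngeal mucosa (OPM) of 12 rhesus macaques was profiled for miRNAs by TaqMan quantitative PCR on 2 panels, A and B, from 100 ng of RNA per animal per the labels. Per the labels, 5 animals were uninfected controls and 7 were infected with SIV, the VEH-untreated/SIV group, whose infection the study's methods call chronic. The study's methods give VEH-untreated/SIV replicate 2 a molecular clone of the virus, where the labels give 1 virus stock for all, and infections of differing length; groups follow the labels. Each sample came from a separate animal, and replicate numbers only name animals and pair none. The deposited table of threshold cycles (Ct, a log2-scale measure in which 1 cycle is a 2-fold difference in template) held 762 assays in 12 animals, and 40 stood for a reaction with no Ct in 4088 of its 9144 values. A value of 40 was treated as not measured, because it also occurred for abundant assays whose wells failed in single animals.

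The deposited series table held ΔCt values on the log2 scale, in which the authors had subtracted 1 constant per animal from the Cts. That constant lay within 0.0045 cycles of the mean of the 6 wells of the endogenous controls U6, RNU44 and RNU48. The series table held 4066 exact zeros, of which 4064 belonged to reactions with no Ct, and kept 622 values whose Ct was above 28, the upper limit that the study's methods give. The authors' deposited comparison held a fold change (ratio of VEH-untreated/SIV to uninfected controls) for 422 assays and a p-value for 379, made by the authors with ExpressionSuite and the uninfected controls as calibrator. The authors' deposited p-values carried no correction for multiple tests, and their test is not named in the sources used here. An unequal-variance 2-sample test on linear 2^−ΔCt values, found after seeing the data, returned 377 of the 379 to within 0.01. The labels and the study's methods name different instruments for the reactions, which was not resolved here.

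Expression was taken as −ΔCt, the mean Ct of the 3 endogenous controls on the assay's own panel minus the Ct of the assay, so that a difference of 1 is a 2-fold difference. Cts above 28 were set to missing. An assay was tested when it was measured in at least 3 controls and at least 4 infected animals, which left 347 of the 754 miRNA assays, 221 on panel A and 126 on panel B. The endogenous controls and the plant assay were left out. Differences, VEH-untreated/SIV minus uninfected control, were fitted with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3 with Benjamini-Hochberg (BH) adjustment over the tested assays, and all adjusted p-values of single miRNAs come from that fit unless another test is named. Confidence intervals are at 95%. Precision is limited by the number of animals, and no technical repeats of miRNA wells were used.

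Fixed lists of miRNAs were tested with limma's competitive test on the moderated statistics (cameraPR) with a preset correlation of 0.01, and beside it with an estimated correlation (camera) and with fry. The last 2 need complete values, so 245 of 4164 values were filled with the mean of the animal's group, which makes their p-values too small by an unknown amount. A list needed 3 tested members, so 13 of 14 lists were tested, and the endothelial list is given as values. The lists were written before the data were examined but after the study's text and a picture of its results had been seen, and an influence of these on the lists cannot be ruled out. Endogenous controls and measured assays per animal were compared by exact permutation over all regroupings of the 12 animals into 5 and 7, and detection by Fisher's exact test. Neighbouring miRNA genes were taken by symbol from the gene table of the assembly T2T-MMU8v2.0, in which 289 of the 347 tested assays had a gene, and used only as neighbours within 10 kb, a comparison chosen after seeing the data.

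The miRNAs named in the text were chosen by a rule written before the data were examined: the 10 lowest p-values among those higher and among those lower, the miRNAs that the study's text names, and up to 4 members of each list with the lowest p-values, with both assays where 2 share a name. The rule listed 16 miRNAs as named in the study's text, of which 11 are. The other 5 (miR-29a, miR-141, miR-200a, miR-18a and miR-130a) were read from labels in a picture of the study's results that had been opened before the rule was written, a source that should not have been used. After the data were seen, that entry was replaced by 14 single miRNAs in the study's text (not miR-29 and miR-30, named there without a member, nor a worm miRNA used there as a negative control), and miR-29a, miR-141 and miR-200a are named through the other parts of the rule. miRNAs named outside that rule were chosen after their values were seen. Alternatives covered the normalizer, the Ct limit, the filter on measured animals, the test, the deposited ΔCt values and leaving out each animal, with 3 more added after seeing the data. The procedure was tested on 20 simulated data sets with the spread and missing values of the 347 real assays: it recovered 86.8% of assays shifted by 2 on the log2 scale and 39.3% of those shifted by 1, and 5.75% of its calls were false. The simulated assays varied independently of each other, and no endogenous control shifted between groups. These rates therefore need not hold for the real data, where assays are correlated and the endogenous controls moved apart.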

Results

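miRNA expression was measured in the OPM, the moist lining of the mouth and throat, of 5 uninfected control and 7 VEH-untreated/SIV rhesus macaques. Per the labels the infected animals had received 100 TCID50 (tissue culture infectious doses) of SIV. The study's methods give VEH-untreated/SIV replicate 2 a different virus stock, a molecular clone, and infections of differing length, which the comparison does not model; without that animal 18 miRNAs were higher and 3 lower after BH adjustment. Between 338 and 392 of 754 miRNA assays had a Ct of 28 or less in an animal, with a mean of 357.2 ± 14.3 in controls (SD, n = 5) and 368.0 ± 18.8 in VEH-untreated/SIV animals (SD, n = 7; exact permutation p = 0.308, two-sided). The plant assay on the panels had no Ct in any of its 24 wells. Of the miRNA assays, 192 were measured in all 12 animals and 347 were tested. The median Ct of the 192 was 21.5 ± 0.339 in controls and 21.5 ± 0.228 in VEH-untreated/SIV animals (SD).

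The levels of the endogenous controls bear on every value below. U6, a spliceosomal RNA, was lower in Ct relative to the mean of the 3 controls in VEH-untreated/SIV animals (−5.07 ± 0.133 cycles, SD, n = 7) than in uninfected controls (−4.63 ± 0.103, n = 5; exact permutation p = 0.00126, the smallest that regrouping the animals can give). RNU48, a small nucleolar RNA, was higher in Ct by 0.419 cycles on the same scale (exact permutation p = 0.00758, or 0.053 after BH adjustment over 14 measures of the animals), whereas RNU44 differed by 0.0126 cycles (exact permutation p = 0.919). The mean of the 3 differed by −0.0713 cycles (exact permutation p = 0.615). U6 and RNU48 therefore moved apart by −0.43 and 0.42, and the direction of a miRNA that differed by less than this turns when 1 of them alone is the normalizer.

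**Figure D1:**
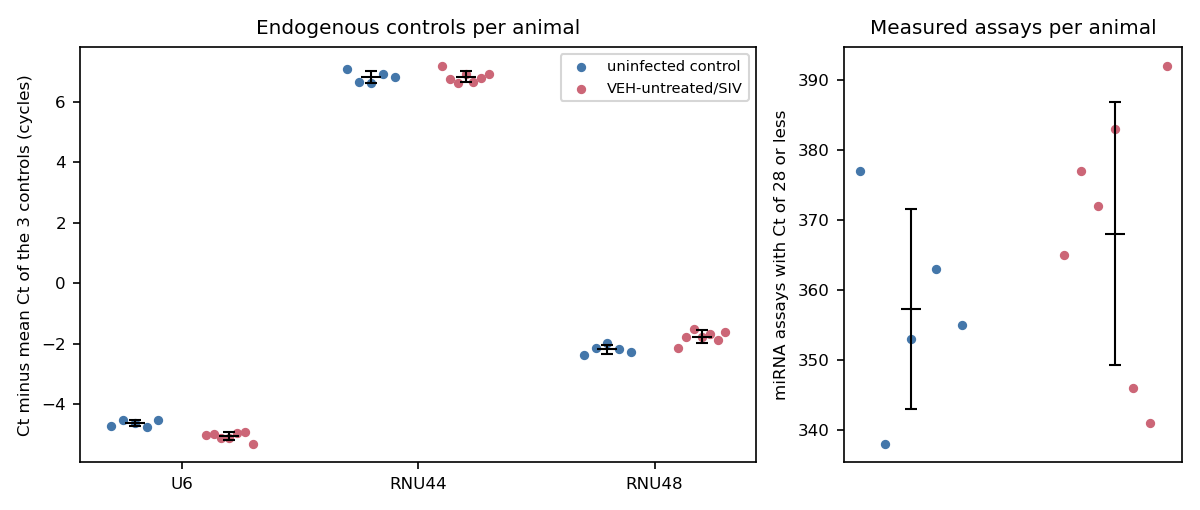
Left, Ct of each endogenous control minus the mean Ct of the 3, in cycles, with 1 point per animal and bars for mean and SD. Right, number of miRNA assays with a Ct of 28 or less per animal; the infected animals lie lower for U6 and mostly higher for RNU48, and measured assays span 338 to 392.

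The comparison of VEH-untreated/SIV animals relative to uninfected controls asks which miRNAs change in OPM during chronic SIV infection. After BH adjustment 26 miRNAs passed p of 0.05, of which 21 were upregulated and 5 were downregulated, and 22 of the 26 changed by at least 2-fold. miR-142-3p and miR-142-5p, which arise from 1 hairpin expressed in blood cells, were upregulated 4.88-fold (95% CI 3.35 to 7.11, adjusted p = 0.000113) and 7.59-fold (4.69 to 12.3, adjusted p = 0.000234). miR-142-5p was measured in 4 controls and 6 infected animals, at a mean Ct of 25.3. miR-301 rose 4.64-fold (3.29 to 6.54, adjusted p = 0.000113), from a −ΔCt of −6.56 ± 0.24 (SD, n = 5) to −4.34 ± 0.40 (n = 7). miR-19a, a member of the cluster from miR-17 to miR-92a, rose 5.35-fold (3.35 to 8.56, adjusted p = 0.000515; log2 from 2.42 to 1.02, adjusted p = 0.821, when Cts above 28 and the missing Ct of 1 infected animal were set to 28) and miR-32 rose 5.40-fold (3.17 to 9.20, adjusted p = 0.00131).

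Further upregulated miRNAs were miR-190 (3.75-fold), miR-101 (3.47-fold), miR-592 (3.31-fold), miR-141 (3.15-fold) and miR-374 (2.56-fold), with adjusted p from 0.00505 to 0.00573. miR-374 did not pass with U6 alone (log2 0.94, adjusted p = 0.0635) or without 3 animals with failed wells (adjusted p = 0.0516). In the test on linear values, which was chosen after seeing the data, miR-190 (adjusted p = 0.0679) and miR-141 (adjusted p = 0.124) did not pass, nor did miR-101, whose adjusted p rounds to 0.05 from above. In an exact permutation test per assay miR-19a, miR-32 and miR-374 had the same adjusted exact p of 0.0501 and miR-142-5p one of 0.0661, so none of these passed. The test could not tell for miR-19a, miR-32 and miR-142-5p, each at the smallest exact p that its measured animals can give. For miR-374 the exact p was 0.00253, where 0.00126 was possible. For each of the 10 miRNAs with the lowest p among those higher, every infected animal in which the miRNA was measured lay above every control (6 of 6 for miR-142-5p and miR-19a and 7 of 7 for the others). The remaining upregulated miRNAs rose by 1.83-fold (miR-106b) to 3.09-fold (the miR-7 assay).

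Downregulated miRNAs were miR-885-5p (2.67-fold lower, 95% CI 1.72 to 4.14, adjusted p = 0.00924), 1 of 2 assays named miR-378 (2.35-fold, 1.54 to 3.57, adjusted p = 0.0158), miR-489 (9.62-fold, 2.87 to 32.2, adjusted p = 0.0262), miR-365 (1.88-fold, 1.32 to 2.68, adjusted p = 0.0324) and 1 of 2 assays named miR-34b (9.99-fold, 2.64 to 37.8, adjusted p = 0.0353). All 7 infected animals lay below every control for each of these except miR-489, where 6 of 7 did. With Cts above 28 and missing Cts set to 28, miR-489 (log2 −2.16, adjusted p = 0.465) and the miR-34b assay (adjusted p = 0.0689) did not pass. In that setting, which gives failed wells of abundant miRNAs a low level, miR-365 turned to a log2 difference of 0.92 (adjusted p = 0.821). Neither miR-489 nor the miR-34b assay passed in an unmoderated 2-sample test per assay (adjusted p = 0.0674 and 0.0865). The second miR-378 assay had a log2 difference of −0.45 ± 0.48 (SE, adjusted p = 0.697). Among these 5 the control spread was widest for miR-34b, at −3.97 ± 2.52 (SD, n = 5) in controls against −7.29 ± 0.68 (n = 7) in infected animals. The other lower miRNAs among the 10 with the lowest p did not pass, at log2 differences of −3.80 ± 1.05 (SE) for miR-449, −3.26 ± 1.12 for miR-449b, −0.83 ± 0.28 for miR-150, −0.58 ± 0.22 for miR-193b* and −0.87 ± 0.33 for miR-935, with adjusted p from 0.0765 to 0.188. The second miR-34b assay stood at −2.34 ± 0.96 (adjusted p = 0.23).

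The balance of higher and lower calls followed the endogenous control. It was 21 against 5 with the 3 controls, 9 against 11 with U6 alone and 42 against 2 with RNU48 alone, as these shift the median log2 difference of all assays from 0.03 to −0.40 and 0.45, and 22 against 5 with RNU44 alone. Of the 21 upregulated miRNAs, the 9 that passed with each control alone were miR-142-3p, miR-142-5p, miR-301, miR-19a, miR-32, miR-190, miR-101, miR-592 and miR-141, and the other 12 did not pass with U6 alone. None of the 5 downregulated miRNAs passed in an unequal-variance 2-sample test on linear 2^−ΔCt values, chosen after seeing the data, in which 13 of the 21 upregulated miRNAs did. With limma, 2 miRNAs were downregulated without control replicate 5 or infected replicate 6, and 3 without infected replicate 1, 2, 4 or 7. miR-365 did not pass without any 1 of control replicates 1, 3 and 5 or infected replicates 1, 2, 6 and 7 (log2 −1.04 to −0.73 over all 12 fits, adjusted p up to 0.104). The miR-34b assay did not without control replicate 5 or any 1 of infected replicates 1, 2, 4, 5, 6 and 7 (−3.94 to −2.38), nor miR-489 without any 1 of control replicates 2, 3 and 5 or infected replicates 4 and 6 (−3.79 to −2.68, up to 0.0999). miR-885-5p and miR-378 passed in all 12 (adjusted p up to 0.0308 and 0.0387), but not with RNU48 alone (0.0511 and 0.117). miR-365 did not pass with RNU48 alone either (log2 −0.48, adjusted p = 0.257). Nor did it with the median of the assays measured in all animals as normalizer (log2 −0.84, adjusted p = 0.0711). At an unadjusted p of 0.05 or less, the criterion that the study used, 41 miRNAs were higher and 21 lower, where 17.4 of 347 are expected with no effect.

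**Figure D2:**
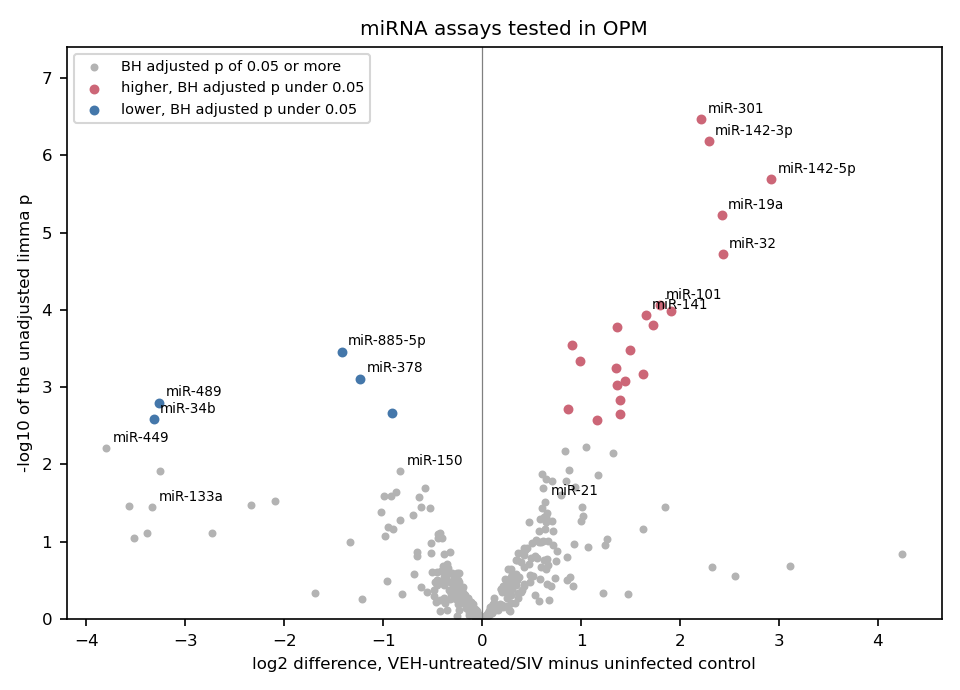
Each point is 1 of the 347 tested assays, with the log2 difference of VEH-untreated/SIV minus uninfected control on the x axis and −log10 of the unadjusted limma p on the y axis. The 21 upregulated miRNAs lie to the right and the 5 downregulated miRNAs to the left, with miR-301 and miR-142-3p highest.

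Of 14 single miRNAs that the study's text names and that were tested here, 6 passed; the text also names miR-29 and miR-30 without a member, and these families are given with the lists below. They were the upregulated miR-32, miR-301, miR-19a and both arms of miR-142, given above, and miR-106b (1.83-fold, 1.31 to 2.56, adjusted p = 0.0303, above every control in 7 of 7 infected animals). The adjusted p of miR-106b lay between 0.0523 and 0.0751 when any 1 of control replicates 1, 2, 4 and 5 or infected replicates 2, 4 and 6 was left out. The study named 11 of the 14 on the same animals, so their direction is not independent evidence, and named miR-222, miR-155 and miR-146a only from earlier work on other tissue or disease. The other 8 did not pass. miR-21, an miRNA linked to inflammation, had a log2 difference of 0.63 ± 0.26 (SE, adjusted p = 0.219) and miR-29b one of 0.87 ± 0.30 (adjusted p = 0.129). miR-150, which is abundant in mature lymphocytes, stood at −0.83 ± 0.28 (adjusted p = 0.129), and 3 of 6 infected animals lay below every control. miR-21 passed with the median of all assays (log2 0.66, adjusted p = 0.0278) and with RNU48 alone (1.07, adjusted p = 0.0193), miR-29b (1.31, adjusted p = 0.00873) and miR-186 (1.08, adjusted p = 0.00357) with RNU48 alone, and miR-150 with U6 alone (−1.25, adjusted p = 0.0442). miR-186 was at 0.65 ± 0.23 (adjusted p = 0.148), miR-17 at 0.66 ± 0.29 (adjusted p = 0.253), miR-222 at 0.54 ± 0.30 (adjusted p = 0.387), miR-155 at 0.56 ± 0.37 (adjusted p = 0.505) and miR-146a at −0.40 ± 0.30 (adjusted p = 0.576).

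**Figure D3:**
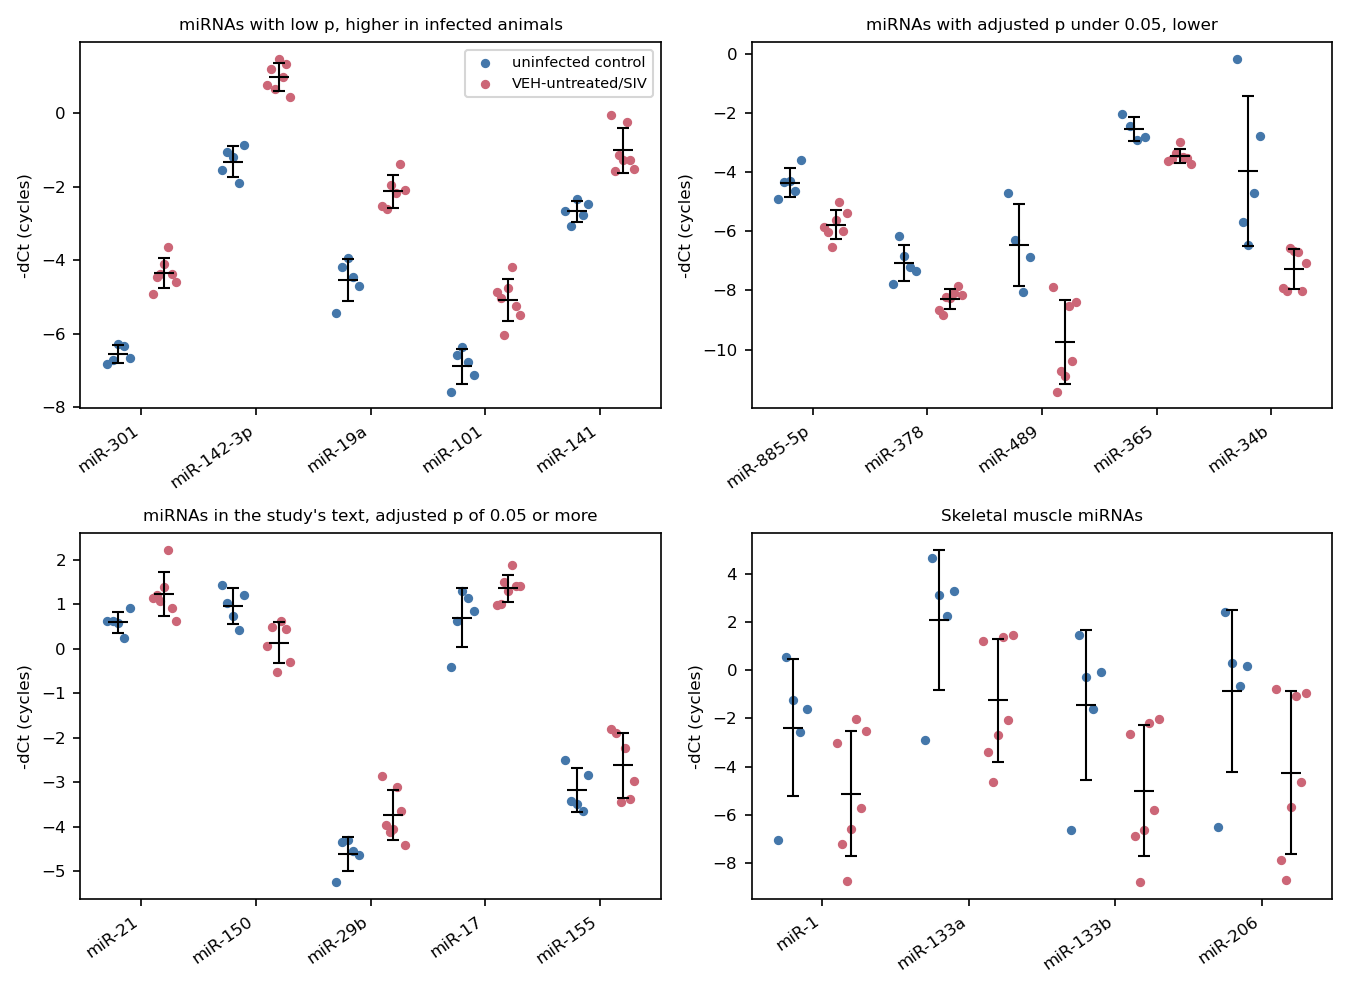
−ΔCt in cycles (higher is more abundant) of single animals for miRNAs upregulated, downregulated, named in the study's text without passing, and expressed in skeletal muscle; bars are mean and SD. Infected and control animals are separate for miR-301 and miR-142-3p and overlap for miR-21, miR-29b and the muscle miRNAs.

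Leukocyte miRNAs were examined next because infection can alter the immune cells of the mucosa. As a list, the pan-leukocyte and myeloid miRNAs passed upward (6 members, median log2 0.81, adjusted p = 0.00104 with the preset correlation and 0.00124 with fry), but adjusted p = 0.823 with an estimated correlation. Both arms of miR-142, from 1 hairpin, count as separate members. Of 100 splits of the 12 animals, 49 gave at least 1 list past adjusted p of 0.05, so chance cannot be excluded for this call. The list was written after the study's text, which names both arms of miR-142, and a picture of its results had been seen, so it is not independent of these animals. Of its members miR-142-3p and miR-142-5p rose, and 3 did adjusted over the list alone, with miR-223* (log2 1.32 ± 0.40, SE, adjusted p over all assays = 0.082). miR-223* was measured in only 3 controls, at a −ΔCt of −11.4 ± 0.25 (SD). Its mean Ct over the measured animals was 26.5, near the limit of 28. Over all assays miR-223* passed in 6 other fits (log2 1.40 to 1.70, adjusted p from 0.0257 to 0.0463): RNU44 or RNU48 alone, no Ct limit, Cts set to 28, the deposited ΔCt values, and without infected replicate 7. miR-223, an abundant myeloid miRNA, was at −0.07, miR-146a at −0.40 and miR-146b at 0.29, all within the range where U6 or RNU48 alone turns the direction. None of the 5 lymphocyte miRNAs passed (median −0.09, list adjusted p = 0.498), with miR-155 at 0.56 and, within that same range, miR-342-3p at −0.03. The leukocyte list did not pass with quantile normalization, a Ct limit of 26, or only assays measured in every animal.

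In the epithelial miR-200 family (8 members, list adjusted p = 0.297, and 0.0375 with fry for changes in either direction), miR-141 rose, as given above, and miR-200a (log2 0.84 ± 0.26, SE, adjusted p = 0.0812) joined it adjusted over the list alone. miR-429 had a log2 difference of 0.47 ± 0.22 (SE), miR-200a* one of 0.42 ± 0.25, miR-200b one of 0.04 and miR-200c one of 0.00, the last 3 turning direction with U6 alone and miR-200b also with RNU44 alone. Of the squamous and glandular miRNAs (list adjusted p = 0.934), miR-203, typical of stratified epithelium, was at 1.26 ± 0.69, miR-205 at 0.12 ± 0.32 (−0.30 with U6 alone) and miR-375, typical of glandular cells, at −0.43 ± 0.73 (0.006 with RNU48 alone). Leaving out each animal moved miR-203 between 0.30 and 1.81. Control replicate 1 lay at a −ΔCt of 0.18 for miR-203, against 3.35 to 4.71 in the other controls in which it was measured.

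Skeletal muscle miRNAs were lower in infected animals without passing (5 members, median log2 −3.33, list adjusted p = 0.0613, and adjusted p = 0.823 with an estimated correlation). miR-133a, the most abundant of them, ran from −2.91 to 4.66 in controls and from −4.66 to 1.47 in infected animals, a range of 9.32 cycles over the 12 animals. Log2 differences were −3.57 ± 1.51 (SE) for miR-133b, −3.33 ± 1.42 for miR-133a, −3.39 ± 1.76 for miR-206 and −2.73 ± 1.42 for miR-1, and that of miR-486 was −0.44 ± 0.42. The list passed without control replicate 1, which was low in these miRNAs (median −4.58, adjusted p = 0.00075), without infected replicate 1, 5 or 7 (adjusted p from 0.00964 to 0.0465), and with RNU48 or RNU44 alone. With miR-133a as a covariate, chosen after seeing the data, 16 miRNAs were higher and 3 lower, among them 15 of the 21 upregulated miRNAs and 2 of the 5 downregulated ones, miR-365 and miR-34b. miR-489 went from a log2 difference of −3.27 to −0.61 (adjusted p = 0.702), miR-885-5p to −0.98 (adjusted p = 0.0655) and miR-378 to −0.95 (adjusted p = 0.111), so these 3 calls depend on how the level of muscle miRNAs is treated. The −ΔCt of miR-489 was −8.52 to −7.90 in infected replicates 1, 5 and 7, in which the muscle miRNAs were highest among infected animals, and −11.42 to −10.37 in the other 4. With the covariate miR-29b (log2 1.25, adjusted p = 0.0317) and miR-193b* (−0.86, adjusted p = 0.0319) passed as well. In a separate fit without the covariate, control replicate 2 and infected replicates 5 and 6 were left out, in which 13, 14 and 16 abundant assays had no Ct. In that fit 11 miRNAs were higher and 2 lower after BH adjustment.

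Of 20 members of the cluster from miR-17 to miR-92a and its paralogs (median log2 0.53, list adjusted p = 0.0848, adjusted p = 0.823 with an estimated correlation, and 0.000776 with fry for changes in either direction), miR-19a, miR-19b (2.55-fold, 1.63 to 3.97, adjusted p = 0.0132) and miR-106b rose, and 4 did adjusted over the list alone, with miR-19b-1* (log2 1.04 ± 0.32, SE). With U6 alone miR-19b (log2 0.93, adjusted p = 0.107) and miR-106b (0.46, adjusted p = 0.278) did not pass, nor did miR-19b without 3 animals with failed wells (adjusted p = 0.0836). miR-92a of the same cluster was at −0.06 ± 0.25, and miR-25, which neighbours miR-106b, at −0.12 ± 0.26, both turning direction with RNU48 alone. Without control replicate 3 or infected replicate 1 the list passed (adjusted p = 0.0147 and 0.0392). In the miR-29 family (6 members, list adjusted p = 0.498), miR-29a* rose 1.98-fold (1.45 to 2.73, adjusted p = 0.0115; log2 0.54, adjusted p = 0.188 with U6 alone), miR-29b passed adjusted over the list alone, miR-29a was at −0.32 ± 0.20 (adjusted p = 0.464, and 0.072 on the log2 scale with RNU48 alone), and miR-29b-1* at 0.48 ± 0.42.

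**Figure D4:**
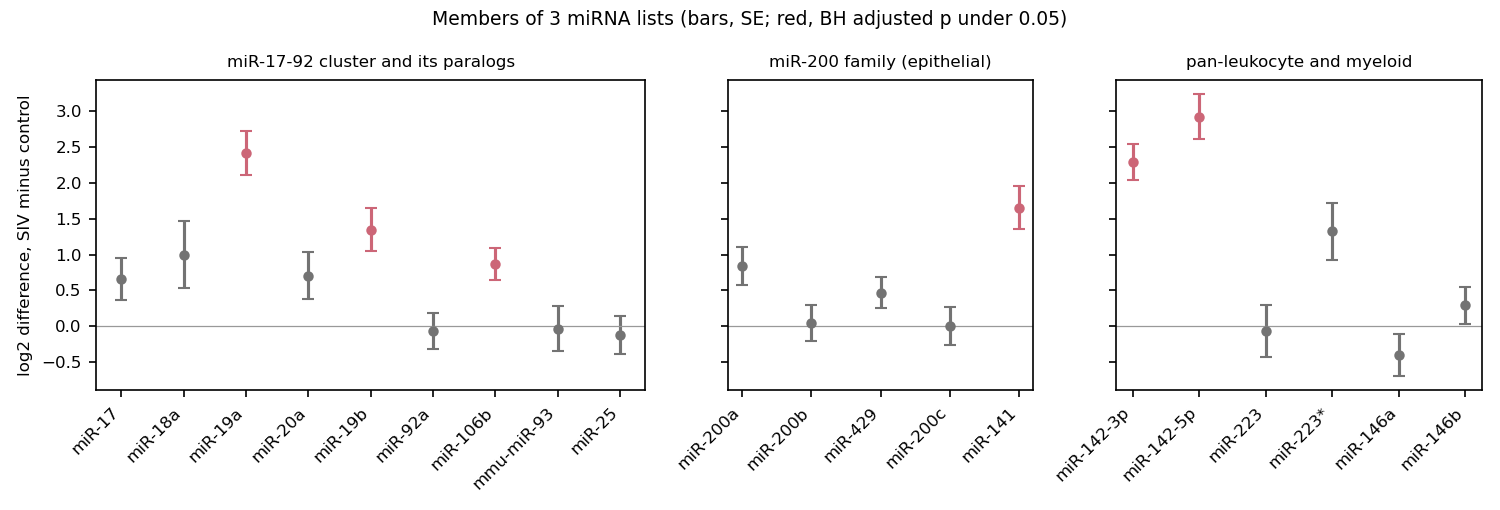
Log2 difference, VEH-untreated/SIV minus uninfected control, with SE, for main members of 3 lists; red marks adjusted p under 0.05. miR-19a, miR-141 and miR-142-3p stand above members of the same list such as miR-92a, miR-200c and miR-223.

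None of the members of the remaining lists passed over all assays except miR-126* of endothelial cells (1.88-fold, 1.43 to 2.48, adjusted p = 0.00911), whose partner arm miR-126 was at a log2 difference of 0.19 ± 0.22 (SE; −0.23 with U6 alone). miR-126* did not pass with U6 alone (log2 0.46, adjusted p = 0.181), with quantile normalization (0.75, adjusted p = 0.0757) or without 3 animals with failed wells (0.87, adjusted p = 0.0753). List adjusted p was 0.297 for the let-7 family, 0.42 for the miR-30 family, 0.886 for smooth muscle and fibroblast miRNAs, and 0.934 for erythroid, neuronal and inflammation-associated miRNAs. The members with the lowest p were let-7b (−0.46), let-7c (−0.30), let-7e (−0.24) and miR-98 (−0.26) in the let-7 family, and miR-30a-3p (−0.45), miR-30e-3p (−0.40), miR-30d (−0.15) and miR-30c (−0.10) in the miR-30 family, all turning positive with RNU48 alone except let-7b and miR-30a-3p, and miR-30c also with the median of all assays as normalizer. In smooth muscle and fibroblasts they were miR-143 (0.66), miR-214* (0.75), miR-199a-3p (0.36) and miR-199a (0.18), in erythroid cells miR-451 (0.64) and miR-144* (0.58), and in neurons miR-218 (0.58), miR-9 (−0.41) and miR-9* (0.29), where both miR-199a assays and miR-9* turn direction with U6 alone and miR-9 with RNU48 alone. Among inflammation-associated miRNAs besides miR-21, miR-155 and miR-146a, miR-222 was at 0.54 and, in the lymphocyte list, miR-181a at −0.32 and miR-342-5p at −0.09, the last 2 turning positive with RNU48 alone.

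Detection gave no further calls, in a test that could find little. With 5 and 7 animals, a lone assay split fully by group could not pass BH adjustment over the 299 assays. Of 299 assays measured in some animals, 4 differed at an unadjusted Fisher's exact p under 0.05, all measured in more infected animals, and none passed BH adjustment. miR-33a was measured in 7 of 7 infected animals and 1 of 5 controls (exact p = 0.0101).

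In the authors' deposited table, log2 fold changes correlated with those fitted here at r = 0.9997 across 347 assays, which are not independent replicates, and 341 had the same direction. The p-values parted more: 24 of the 26 miRNAs that passed here had p of 0.05 or less in the authors' deposited table. The exceptions were miR-489 (p = 0.163 in the authors' deposited table) and miR-34b (p = 0.273 in the authors' deposited table). Of the p-values in the authors' deposited table, 50 were 0.05 or less, 40 with a fold above 1 and 10 below.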

Values the study reported

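The study reported 48 miRNAs with differential expression between infected and uninfected oropharyngeal mucosa. Of these, 38 were higher and 10 were lower in infected animals (n = 7) than in uninfected controls (n = 5).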

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

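The tests of the endogenous controls and of leukocyte miRNAs in the first pattern below were chosen only after the result was seen. In each group of 4 to 7 animals the highest or lowest value was checked for a wide gap to its neighbour relative to the group's range. This picked 7 of 153 groups of values, and chance flags about 1 in 20, which is 7.65 of them. VEH-untreated/SIV replicate 1 lay apart for 3 miRNAs: its −ΔCt was 1.92 for miR-375 (others −3.04 to −1.24), 1.07 for miR-143 (others −1.68 to −0.92) and −6.66 for miR-9* (others −10.1 to −8.80). miR-200a* was lowest in VEH-untreated/SIV replicate 2, at −6.77 (others −6.01 to −5.43). Uninfected control replicate 2 was lowest for miR-199a-3p, at −1.04 (others 0.04 to 0.21), and for miR-199a, at −8.20 (others −7.05 to −6.63). The median −ΔCt over the assays measured in all animals was highest in VEH-untreated/SIV replicate 5, at −4.85 (others −5.70 to −5.36).

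In the pattern weighed first, the rise of 21 miRNAs, all passed with RNU44 or RNU48 alone and 9 also with U6 alone, which argues against a shift of 1 endogenous control against the others as the cause for these 9. For the other 12, U6 alone lowered the median log2 difference from 1.36 to 0.94 (median SE 0.30 and 0.32), all above 0, and ended the call, so whether that shift made their calls cannot be told. A larger share of leukocytes of every kind could raise miR-142-3p and miR-142-5p. The 9 other leukocyte and lymphocyte miRNAs tested had a median log2 difference of −0.066 (SD 0.62, from −0.83 to 1.32) and so did not rise with these 2 as a set. That would argue against such a share only if the 9 came mainly from leukocytes at an unchanged level per cell. This was not measured, and the study describes miR-150 as lower during T and B cell activation. The 9 also come from different kinds of leukocyte, so a larger share of 1 kind cannot be told from their median. The study's histology showed T cells and plasma cells in minor salivary glands of an infected animal of another group. A change within the leukocytes that express miR-142 remains an untested hypothesis, as do effects of RNA extraction. Among 100 splits of the 12 animals drawn from all regroupings, 1, the real one, gave 21 or more higher miRNAs after BH adjustment (highest other 1). This argues against chance for that count, though not every regrouping was drawn.

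For the other counts, 1 of the 100 splits, the real one, gave 5 or more lower miRNAs after BH adjustment (highest other 1), which argues against chance. That count still ran from 2 to 6 when each animal was left out and was 0 on linear values. The real split alone gave 41 or more higher at unadjusted p of 0.05 or less, but the highest other gave 38. Splits that were not drawn could reach 41, so chance cannot be excluded for that count. As many as 21 lower at unadjusted p of 0.05 or less came from 10 of the 100 splits (highest other 43), and 1 or more lists past adjusted p of 0.05 from 49 (highest other 4), so chance cannot be excluded for these 2 results.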

How the results depend on the processing

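The miR-133a covariate, the removal of 3 animals with failed wells and the test on linear values were chosen only after the result was seen. No paired analysis was possible because replicate numbers only name the animals. Over 1967 values of named miRNAs under 30 alternatives, 1832 kept their direction and side of the threshold, 66 lost the threshold, 25 gained it and 44 reversed, 1 of them where the reported value had passed; miR-142-3p and miR-301 passed in all 30. The cause was not tested for the changes that follow, except where fewer assays or animals were used. miRNAs higher and lower after BH adjustment (21 and 5 as reported) were 9 and 11 with U6 alone, 42 and 2 with RNU48 alone, 13 and 3 with quantile normalization of the 192 assays measured in all animals, 13 and 3 with those assays alone, 10 and 3 with an exact permutation test per assay (8 of the 13 calls lost stood at the smallest exact p that their measured animals can give), 11 and 2 without 3 animals, and 13 and 0 on linear values; those lower were 2 with Cts above 28 set to 28, 3 with an unmoderated 2-sample test per assay and 3 with the miR-133a covariate. At unadjusted p of 0.05 or less (41 and 21 as reported) they were 20 and 68 with U6 alone, 103 and 6 with RNU48 alone and 27 and 11 with assays measured in every animal, while 26 were higher without 3 animals and 10 lower on linear values. Leaving out each animal gave 2 to 6 lower after BH adjustment (2 without control replicate 5 or infected replicate 6, 3 without infected replicate 1, 2, 4 or 7) and 13 to 23 at unadjusted p, the 13 without control replicate 5. The leukocyte list did not pass with quantile normalization (median log2 0.33), a Ct limit of 26 (0.11), assays measured in every animal (0.29) or an estimated correlation (0.81). The skeletal muscle list passed with RNU44 alone (−3.35), RNU48 alone (−2.90), Cts set to 28 (−3.33) and a Ct limit of 26 (−3.33), ranged from −4.58 to −2.57 when each animal was left out, and reversed to 0.27 with the covariate, which is itself a muscle miRNA. The list of the miR-17 cluster and its paralogs passed with RNU44 alone (0.51), a Ct limit of 26 (0.59) and the covariate (0.62), and ranged from 0.35 to 0.75. Lists that never passed reversed in their test: squamous with RNU48 alone (0.55; −0.16 to 0.35 leaving out each animal), smooth muscle with the covariate (0.16) and without 3 animals (−0.032; 0.019 to 0.41), erythroid with Cts set to 28 (−0.44; 0.28 to 0.84), neuronal with a Ct limit of 26 (−0.16; −0.13 to 0.45) and inflammation-associated with U6 alone (−0.29; 0.088 to 0.25). Group differences without 1 animal ran from −0.587 to −0.411 for the U6 Ct, 0.263 to 0.492 for the RNU48 Ct, −0.0463 to 0.0781 for RNU44 minus the mean of 3, and −0.172 to 0.0271 for the median Ct. Among named miRNAs, RNU48 alone reversed miR-29a (0.072), miR-146a (0.036), miR-181a (0.12), miR-342-5p (0.34), miR-375 (0.006), miR-9 (0.032), miR-30e-3p (0.0025), miR-30d (0.25), miR-30c (0.34), miR-98 (0.17), let-7e (0.20) and let-7c (0.12), and the median normalizer reversed miR-30c (0.038). U6 alone reversed miR-200a* (−0.031), miR-205 (−0.30), miR-199a-3p (−0.058), miR-199a (−0.24), miR-126 (−0.23) and miR-9* (−0.16), which a Ct limit of 26 also did (−0.16). Cts set to 28, which gives failed wells of abundant miRNAs a low level, reversed miR-365 (0.92), miR-935 (0.091), miR-155 (−0.77), miR-342-5p (0.85), miR-429 (−1.05), miR-451 (−0.57), miR-30d (1.89), let-7b (2.30), let-7c (1.87) and the second miR-378 assay (0.14). The covariate reversed miR-342-5p (0.063), miR-206 (0.71), miR-1 (0.58) and the second miR-378 assay (0.25), and leaving out 3 animals reversed miR-205 (−0.00805), miR-214* (−0.032), miR-199a-3p (−0.069) and miR-199a (−0.31). Leaving out each animal reversed miR-342-5p (−0.46 to 0.24), miR-205 (−0.17 to 0.35), miR-199a (−0.091 to 0.32) and miR-9* (−0.13 to 0.52). Calls gained among named miRNAs were miR-200a with the median normalizer (0.87) and RNU48 alone (1.27), miR-429 (0.91), miR-451 (1.08) and miR-19b-1* (1.45) with RNU48 alone, miR-449 (−4.30) and miR-193b* (−1.03) with U6 alone, miR-449 (−4.79) and miR-19b-1* (1.21) without control replicate 4, miR-449b without control replicate 3 (−4.12), miR-133a (−4.58) and miR-133b (−4.87) without control replicate 1, and those that the report gives for miR-21, miR-29b, miR-186, miR-150, miR-193b* and miR-223*. A Ct near 28 is the limit of what could be compared here.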

Other observations

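The comparison of neighbouring miRNAs, the choice of the miR-34 and miR-449 family, the tests of the endogenous controls on both, and the test on linear values were chosen only after the result was seen. miRNAs whose genes lie within 10 kb of each other, or that are 2 arms of 1 gene, were set against each other within each animal, since a difference of 2 assays on 1 panel holds no endogenous control. Of 315 pairs, 21 differed between the groups after BH adjustment of exact permutation p-values, and 80 at an unadjusted exact p of 0.05 or less. miR-141, of the epithelial miR-200 family, gained 1.70 on the log2 scale over its neighbour miR-200c (exact permutation p = 0.00216, adjusted p = 0.0379). miR-19a gained 1.72 over miR-20a, miR-19b gained 1.41 over miR-92a and miR-106b gained 0.99 over miR-25, each with adjusted p = 0.0379. Between arms of 1 gene, miR-126* gained 0.73 over miR-126 (adjusted p = 0.0379) and miR-340 gained 1.63 over miR-340* (adjusted p = 0.0455), both across panels, so that these 2 differences do hold the endogenous controls of each panel. Neighbours were still more alike than random pairs, with a median absolute difference in log2 of 0.41 against 0.60, and a correlation of 0.348 across pairs, which are not independent.

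Lower miRNAs included the miR-34b, miR-34c and miR-449 family, known from ciliated epithelium, with log2 differences of −3.32 ± 0.89 (SE) and −2.34 ± 0.96 for the miR-34b assays, −2.09 ± 0.85 for miR-34c, −3.80 ± 1.05 for miR-449 and −3.26 ± 1.12 for miR-449b, of which 1 miR-34b assay passed. miR-34a, transcribed from another gene, was at −0.06 ± 0.26 (adjusted p = 0.932), a direction that RNU48 alone turns.

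The unequal change of neighbouring miRNAs was weighed against 2 technical explanations. A shift of the endogenous controls cannot alter a difference between assays of 1 panel, and 13 such pairs passed, which argues against it. If scarcer assays read as higher in infected animals, other assays at the same level should be higher too. The 5 assays nearest in Ct to each higher member had a median log2 difference of 0.070. The 13 higher members were at 1.16, but they were selected for being higher, so that value is no test. Over all tested assays the Spearman correlation of mean Ct and log2 difference was −0.055. The 0.070 and the −0.055 argue against a general effect of level. Unequal processing or stability of miRNAs from neighbouring genes may be a candidate explanation and was not tested, nor were sequence-dependent effects of extraction or amplification.

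The lower miR-34b, miR-34c and miR-449 family was weighed against the spread of the controls. Its mean had an exact permutation p of 0.00758, but the family was picked for its low members in these animals, so that p is no test of it. Without control replicates 1 and 5 the median log2 difference went from −3.26 to −1.51 (SD over the 5 assays 0.63). The exact permutation p was then 0.0667, in a design of 3 controls whose smallest p is 0.00833. On the family mean, centred per assay, control replicate 3 lay at −1.40, within the infected range of −2.24 to −0.47. Control replicates 2 and 4 lay above that range, at 1.01 and 0.19. Control replicates 1 and 5 were highest, at 4.78 and 2.82. Whether control replicates 1 and 5 carry the difference cannot be told apart from a lower level in infected animals, because 3 controls are left without them. A shift of 1 endogenous control against the others is argued against by its size. U6 and RNU48 moved by −0.43 and 0.42 cycles against the mean of the 3, small beside a median of −3.26. The median of −2.82 or lower with any 1 control alone follows from these sizes and is no separate test. A lower share of ciliated epithelium in the infected samples may also be involved and was not tested.

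At unadjusted p of 0.05 or less, 21 miRNAs were lower here. That is higher than the value quoted from the study above. With an unequal-variance 2-sample test on linear 2^−ΔCt values, 10 were lower.

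The largest fold change in the authors' deposited table was 67615.3, for miR-875-5p. That miRNA had any Ct in 2 controls and 3 infected animals, and a Ct of 28 or less in 1 animal of each group, so it was not tested.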
